A study of Homo sapiens with 2 samples. Its data were reported in "The oxidative demethylase ALKBH3 marks hyperactive gene promoters in human cancer cells" (2015).

How the data were processed

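Chromatin of PC3 cells, an established line derived from a prostate cancer metastasis, was immunoprecipitated either with an antibody against ALKBH3, an oxidative demethylase that removes methyl groups from alkylated DNA and RNA, or with non-specific IgG. There was 1 sample of each kind (ALKBH3 ChIP and IgG ChIP), and both groups were taken from the sample titles. The DNA fragments were sequenced on an Illumina Genome Analyzer. According to the methods of the study, reads were mapped to the human genome build hg19 with bowtie, which allowed 1 mismatch and at most 3 alignments per read, and binding sites were called with Model-based Analysis for ChIP-Seq (MACS) on the Cistrome platform at a cutoff P value of 1e-04.

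The analysis started from the peak list of the ALKBH3 sample, which gives the position and a score for each of 423 peaks. The score deposited by the authors is the MACS value of -10 log10 P, so that the cutoff corresponds to a score of 40, and the smallest score in the list was 40.02. The list holds no read counts, no fold enrichment and no summits, and the depth of the libraries is therefore unknown. Whether the IgG library served as the control of the peak call is not stated. No peak list or signal of the IgG sample was used here, so no value could be set against a background measured in the same way. Reads with up to 3 alignments were kept by the mapping, so sequence present in a few copies can contribute to a peak, and a peak there may be placed at the wrong copy.

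Peak coordinates were compared with the GRCh37 reference, which is the same build as hg19. All 423 peaks lay within the ends of the chromosomes. The test designs had assumed RefSeq transcripts on this build. The annotation used instead was GENCODE release 44 lifted to GRCh37, limited to transcripts of the basic set whose gene has a curated RefSeq transcript accession, because the RefSeq gene table at hand is of another build and was used for the accessions only. This gave 69710 distinct transcription start sites (TSSs) of 27355 genes. A promoter was the interval from 1000 bp upstream to 1000 bp downstream of a TSS, and an overlap of at least 1 bp placed a peak at a promoter. Peak midpoints stood in for summits. The share of peaks at promoters was set against 1000 random placements of peaks of the same widths on the same chromosomes, outside unsequenced gaps, with a one-sided exact binomial test. Midpoints were assigned in order of priority to the 1000 bp upstream of a TSS, 5′-UTR, coding exon, 3′-UTR, noncoding exon, intron and other sequence, and each share was compared with the share of the sequenced genome by a two-sided exact binomial test with Benjamini-Hochberg adjustment. The position around the TSS was tested with a two-sided exact binomial test of upstream against downstream midpoints. Peaks per chromosome were compared with the number of distinct TSSs in 10000 Monte Carlo draws.

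For sequence features, each gene was represented by 1 TSS and the 250 bp on either side of it. This was the TSS nearest a peak midpoint for genes with a peak at a promoter (bound genes), and the most upstream TSS for the other genes. The CpG ratio is the number of CpG dinucleotides divided by the number expected from the C and G content. A total of 10 motifs were searched as exact matches on both strands, except the TATA box. That box was searched from 40 to 20 bp upstream of the TSS on the strand of the gene. The motifs, tests and most alternatives were fixed before the data were examined, but with the published study at hand. For this experiment the study had reported enriched ETS motifs, frequent CpG islands and fewer TATA boxes at ALKBH3-bound promoters. Tests of these features were therefore not blind to its results. Motifs, bidirectional promoters (a TSS on the other strand 1 to 1000 bp upstream) and ribosomal protein genes were compared by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over the motifs. Differences in means, medians and correlations were tested with two-sided permutation tests of 100000 resamples. The smallest p value such a test can give is 1e-05. Confidence intervals of shares are 95% Wilson intervals and cover counting error only. Since there was 1 sample per group, every test compares peaks or genes within 1 list, and peaks and genes are not independent replicates.

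The loci named in the text were fixed in advance. These were the 5 promoters at which the study measured ALKBH3 by ChIP-qPCR, its negative control GAPDH, the 10 peaks with the highest score and the 3 highest peaks outside promoters. The alternatives covered stricter scores (at least 50, at least 100, and the 212 peaks with the highest score), merging of peaks within 1000 bp, other promoter widths, other overlap rules, other transcript sets, other sequence windows and GC-matched comparison genes. The canonical-transcript settings, the 1-gene-per-peak setting, promoter loci as the unit and the matching on both GC content and CpG ratio were added after the data had been seen. To look for repeated sequence, each 31-bp word of a peak was counted on both strands of the whole reference.

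Scripts ran under Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pyfaidx 0.9.0.4 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9. The functions were tested on simulated data. In 3 of 3 simulated lists of 400 peaks the planted number at promoters was recovered. In 1000 random gene sets without a difference, the motif test gave p under 0.05 in 4.6% and the permutation test in 4.9%. With genes holding the ETS motif drawn at a weight of 4, the median odds ratio was 4.31 and the test was past the threshold in 100% of the sets. The gene sets were drawn gene by gene, each gene with its most upstream TSS. They therefore leave untested the effect of the TSS chosen for bound genes and of genes that share a peak.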

Results

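To map where ALKBH3 binds the genome, the study performed ChIP-seq in PC3 prostate cancer cells with an antibody against ALKBH3 and, as a control, with IgG. There was 1 ALKBH3 sample and 1 IgG sample, without replicates, so no difference given here has a spread between samples behind it. The values come from the MACS peak list of the ALKBH3 sample, in which every peak has a position on hg19 and a score of -10 log10 P. The number of reads in either library is unknown from the list, and the IgG sample entered no comparison.

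The list held 423 peaks on 23 chromosomes, with none on chromosome Y. Together they covered 145178 bp, which is 0.00508% of the sequenced genome. The median score was 62.91 (quartiles 48.465 and 94.31), with a 95% confidence interval of the median over peaks from 59.49 to 67.56, and the highest score was 492.85. Scores of at least 100 were reached by 94 peaks. The median width was 305 bp (quartiles 246 and 389), with a range from 81 to 1832 bp. Wider peaks had higher scores. Across the 423 peaks of this 1 sample, which are not independent replicates, Spearman's rho was 0.249 (permutation p = 1e-05, the smallest these permutations can give) and Pearson's r was 0.151 (permutation p = 0.00524). Without the 2 peaks farthest from the median width r was 0.205 (permutation p = 0.00051). Among the 94 peaks with a score of at least 100 rho was 0.154 and the relation was no longer past the threshold (permutation p = 0.14).

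The distribution of peaks over chromosomes was compared with the number of distinct TSSs. It deviated from this expectation (chi-square 44.4, permutation p = 0.0056), but not among the 294 peaks with a score of at least 50 (chi-square 29.6, permutation p = 0.16). Among the 94 peaks with a score of at least 100 it was past the threshold again (chi-square 40.4, permutation p = 0.0188). Of the 24 chromosomes, 0 differed at an adjusted p under 0.05 and 3 at an unadjusted p under 0.05. Chromosome 21 held 12 peaks where 5.52 were expected (exact binomial p = 0.0146, adjusted p = 0.117). Of these 12, the peaks starting at 9825446, 9826685 and 11108935 lay outside promoters in repeated sequence. Their shares of 31-bp words found more than once in the reference were 82.9%, 87.5% and 47.5%. Chromosome 16 held 7 where 17.1 were expected (exact binomial p = 0.00898, adjusted p = 0.108), and chromosome X held 6 where 16.2 were expected (exact binomial p = 0.00708, adjusted p = 0.108).

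**Figure D1:**
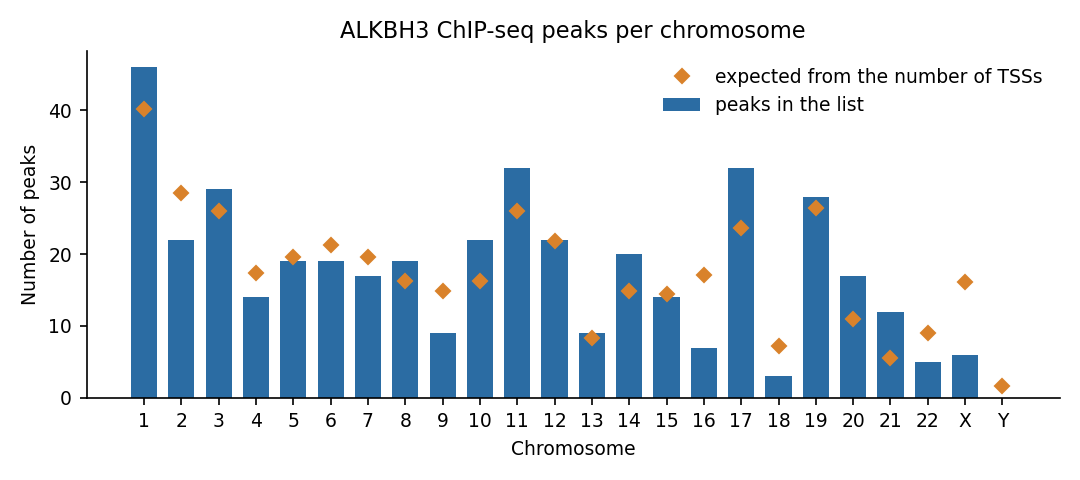
Number of ALKBH3 ChIP-seq peaks on each chromosome (bars) and the number expected from the distinct TSSs of the chromosome (diamonds), for the 423 peaks of the single ALKBH3 sample. Chromosome 21 held 12 peaks against 5.52 expected, some of them outside promoters in repeated sequence, and chromosome X held 6 against 16.2.

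Next, the location of the peaks relative to genes was examined, since the study asked which parts of the genome ALKBH3 occupies. A promoter was overlapped by 360 of 423 peaks, or 85.1% (95% Wilson interval 81.4 to 88.2). Random placements of the same peaks put 3.4% ± 0.849 (SD over 1000 placements) at promoters, and no placement exceeded 6.86%, so that the observed share was 25 times the random mean. The alternative that lowered the share most, canonical transcripts only, gave 80.6%, and the one that raised it most, a score of at least 100, gave 94.7%. Of the 360 peaks, 244 lay at promoters of 1 gene and 116 at promoters of more than 1 gene.

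By midpoint, 322 of 423 peaks (76.1%, interval 71.8 to 79.9) lay within 1000 bp upstream of a TSS, which makes up 1.35% of the sequenced genome. Since any TSS counts, a midpoint in this class can lie downstream of its nearest TSS. An example is the peak at ACBD6, 110 bp downstream of the nearest TSS. Midpoints upstream of the nearest TSS numbered 260. A 5′-UTR held 25 midpoints (5.91% against 0.190% of the genome, exact binomial adjusted p = 1.15e-28). Introns were depleted, with 27 midpoints (6.38% against 45.9%, exact binomial adjusted p = 2.44e-72), and so was sequence in none of these classes, with 45 midpoints (10.6% against 49.6%, exact binomial adjusted p = 2.43e-65). Coding exons held 2 midpoints and 3′-UTRs held 0. The shares of the first classes depend on the order of priority. With 5′-UTR placed before the upstream class, 28.6% of midpoints lay in a 5′-UTR and 53.4% upstream of a TSS.

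For the 359 peaks with a midpoint within 1000 bp of a TSS, the median offset from the nearest TSS was -32 bp (quartiles -88 and 2), where negative values are upstream. The midpoint was within 100 bp of the TSS in 259 of them. It lay upstream in 260 peaks and downstream in 97, so that 72.8% of those not exactly at the TSS were upstream (interval 68.0 to 77.2, exact binomial p = 2.52e-18). The share was 60.7% when each gene was represented by its most upstream TSS only (exact binomial p = 0.000132) and 83.1% for peaks with a score of at least 100 (exact binomial p = 1.53e-10).

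**Figure D2:**
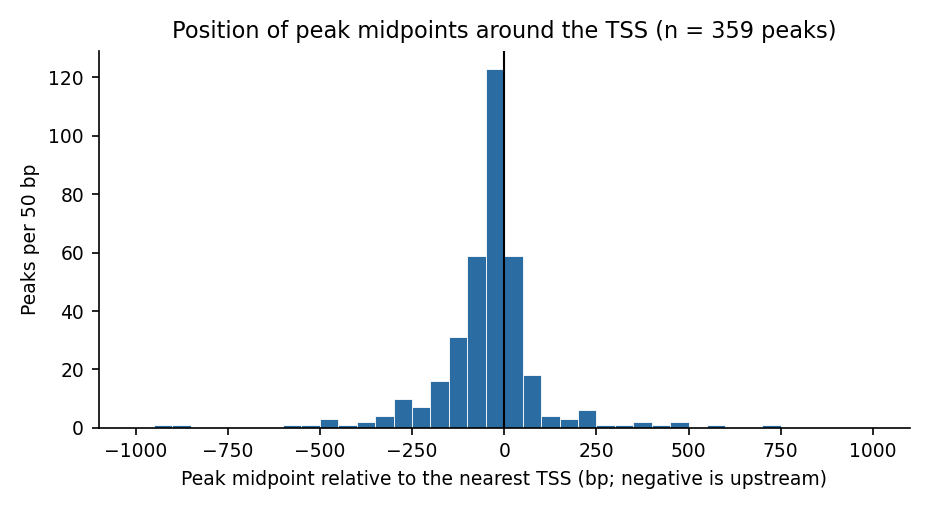
Position of peak midpoints relative to the nearest TSS in bins of 50 bp, for the 359 peaks with a TSS within 1000 bp; negative values are upstream. The median is -32 bp, and 260 midpoints lie upstream against 97 downstream.

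Peaks at promoters had higher scores than the other peaks. The median was 67.44 (quartiles 49.89 and 99.36, n = 360) at promoters and 48.01 (quartiles 41.945 and 61.39, n = 63) elsewhere, a difference of 19.43 (permutation p = 0.00339). This difference kept its direction and stayed past the threshold under all 8 alternatives tried, between 16.5 and 19.7.

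**Figure D3:**
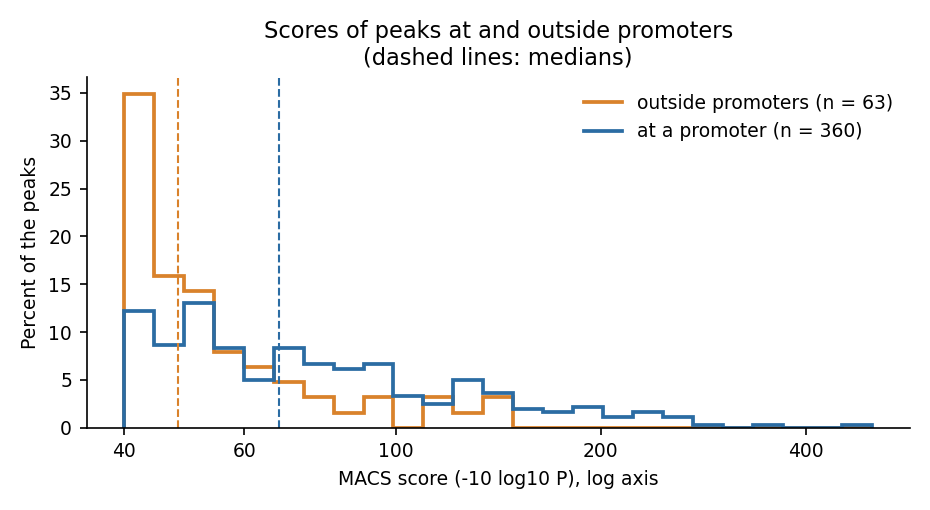
Distribution of the MACS score (log axis) in percent of the 360 peaks at a promoter and of the 63 peaks outside promoters, with dashed lines at the medians. The medians are 67.44 and 48.01, and no peak outside promoters exceeds 145.9.

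The promoters chosen by the study for ChIP-qPCR were then looked up. Each of these 5 promoters had a peak in the list (coordinates on hg19). The study presents them as examples of its peaks or as further ALKBH3 targets, so a peak at each is no independent result. All midpoints lay in the class upstream of a TSS. The ALKBH3 gene itself carried a peak at chromosome 11, 43902177 to 43902512, with a score of 58.65, rank 235 of 423, and its midpoint was at -36 bp from the TSS. Within this peak the ETS motif CCGGAAGT lay at 43902294 to 43902301, that is -87 to -80 bp from the TSS, in the reference sequence GGACTGCGCACCGGAAGTAGTGGCGGCG read on the strand of the gene. The NOSIP peak at chromosome 19, 50083701 to 50084095, had a score of 100.8 (rank 94) and an offset of -83 bp, and it also held an ETS motif, on the opposite strand of the gene, from -73 to -66 bp (GGGCAGCTCTACTTCCGGTGCCTTCTGC on the strand of the gene). The peak shared by GIN1 and PPIP5K2, chromosome 5, 102455734 to 102456362, had a score of 110.05 (rank 83). Its midpoint was at -206 bp from the TSS of GIN1, which places it in the upstream class, and 43 bp downstream of that of PPIP5K2. The ANAPC5 peak at chromosome 12, 121790083 to 121790515, had a score of 61.74 (rank 217) and an offset of -85 bp. The peak between ADAT2 and PEX3, chromosome 6, 143771697 to 143772085, had a score of 83.32 (rank 140) and offsets of -59 and -51 bp. GAPDH, the negative control of the study, had no peak, and the midpoint nearest its TSS was 436178 bp away.

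The highest score, 492.85, belonged to a peak at chromosome 19, 58838544 to 58838932, in an intron of ZSCAN22 with its midpoint 378 bp downstream of a TSS. It was followed by peaks at the promoters of NME1 (chromosome 17, 49230704 to 49231104, score 343.97) and WDR36 (chromosome 5, 110427787 to 110428125, score 280.8). Both had their midpoint upstream of the TSS, at -16 and -90 bp. The same score of 267.52 was found at GLUD1P3 and BMS1P4 (chromosome 10, 75489985 to 75490645) and at COX16 (chromosome 14, 70826096 to 70826750). The remaining 5 of the 10 highest peaks lay at MNAT1 (262.81), ADPRHL1 (250.71), ZNF490 and ZNF791 (242.09), RGS5 and NUF2 (239.23), and UBE3B and KCTD10 (234.59). In the ADPRHL1 peak 26.6% of the 31-bp words occur elsewhere in the genome, and in the GLUD1P3 and BMS1P4 peak 11.6% do. Of the 10 peaks, 1 held an ETS motif, the NME1 peak.

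Outside promoters, the highest score, 145.9, was at chromosome 21, 9825446 to 9826382, where 82.9% of the 31-bp words occur more than once in the reference. It lay at promoters of the microRNA genes MIR3648 and MIR3687, whose transcripts are not in the transcript set used. The next peaks were at chromosome 10, 81664386 to 81664860 (137.29), and chromosome 20, 40321989 to 40322305 (125.23). The chromosome 10 peak lay at a promoter of a gene without a symbol, also outside that set. The midpoints of these 3 peaks were in no exon, intron or upstream region of that set.

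The sequence of bound promoters was then compared with that of the other promoters. Peaks lay at promoters of 478 genes, and 26877 genes had none. The GC content of the 500 bp around the TSS was 61.8% ± 6.81 (SD) in bound and 58.7% ± 12.7 in other genes, a difference of 3.14 percentage points (permutation p = 1e-05, the smallest possible). This difference depended on the genes and TSSs compared. Among protein-coding genes only it was 0.133 (permutation p = 0.815), and with the canonical TSS for all genes it was 1.33 (permutation p = 0.0248). The CpG ratio was 0.803 ± 0.144 in bound and 0.577 ± 0.317 in other genes, a difference of 0.226 (permutation p = 1e-05, the smallest possible), and it stayed past the threshold under all 8 alternatives tried. It was smallest, 0.154, among protein-coding genes.

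Among the 10 motifs, 4 differed at an adjusted p under 0.05. The ETS motif was higher, and it was found in 144 of 478 bound promoters (30.1%, interval 26.2 to 34.4) and in 4.77% of the others (odds ratio 8.60, Fisher's exact test, adjusted p = 7.19e-69). The odds ratio was 5.89 against GC-matched promoters. It was lowest, 4.01, against promoters matched on both GC content and CpG ratio, a comparison chosen after the data had been seen, and of these promoters 9.70% held the motif (Fisher's exact test, adjusted p = 5.25e-27). The other 3 were less frequent at bound promoters. The TATA box was found in 0.628% against 2.62% (odds ratio 0.235, Fisher's exact test, adjusted p = 0.0105), which is 3 bound promoters, the NFY motif in 39.3% against 45.6% (odds ratio 0.772, adjusted p = 0.0156 by Fisher's exact test) and the G-quadruplex pattern in 29.1% against 36.9% (odds ratio 0.701, adjusted p = 0.00195 by Fisher's exact test). The TATA box and NFY differences did not stay past the threshold against GC-matched promoters (adjusted p = 0.0914 and 0.233, Fisher's exact test). NFY was past it with canonical TSSs and GC matching (odds ratio 0.695, adjusted p = 0.00253 by Fisher's exact test) and against promoters matched on GC content and CpG ratio (odds ratio 0.670, adjusted p = 0.000441 by Fisher's exact test). Against the set matched on GC content and CpG ratio the TATA box was again not past the threshold (adjusted p = 0.102, Fisher's exact test). With canonical TSSs it was not past it either (odds ratio 0.413, adjusted p = 0.0548 by Fisher's exact test). Canonical TSSs with GC matching gave 0.0751 and a score of at least 100 gave 0.205, by the same test. The TATA box stayed past it among protein-coding genes, at a score of at least 50, for the 212 highest peaks and with 1 gene per peak. YY1, SP, NRF1, ZNF143, CRE and E-box motifs did not differ at an adjusted p under 0.05 in the comparison with all other genes. The E-box was less frequent at bound promoters against GC-matched promoters (odds ratio 0.659, Fisher's exact test, adjusted p = 0.0464) and against those matched on GC content and CpG ratio (odds ratio 0.620, Fisher's exact test, adjusted p = 0.0104), but not with canonical TSSs and GC matching (odds ratio 0.895, Fisher's exact test, adjusted p = 0.772). SP was less frequent within 100 bp of the TSS (odds ratio 0.607), among protein-coding genes (0.717) and with canonical TSSs (0.738), with adjusted p of 0.00331, 0.0137 and 0.0293 by Fisher's exact test, but not with canonical TSSs and GC matching (odds ratio 0.788, adjusted p = 0.141). ZNF143 was more frequent within 500 bp of the TSS (odds ratio 3.07, Fisher's exact test, adjusted p = 0.0463).

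**Figure D4:**
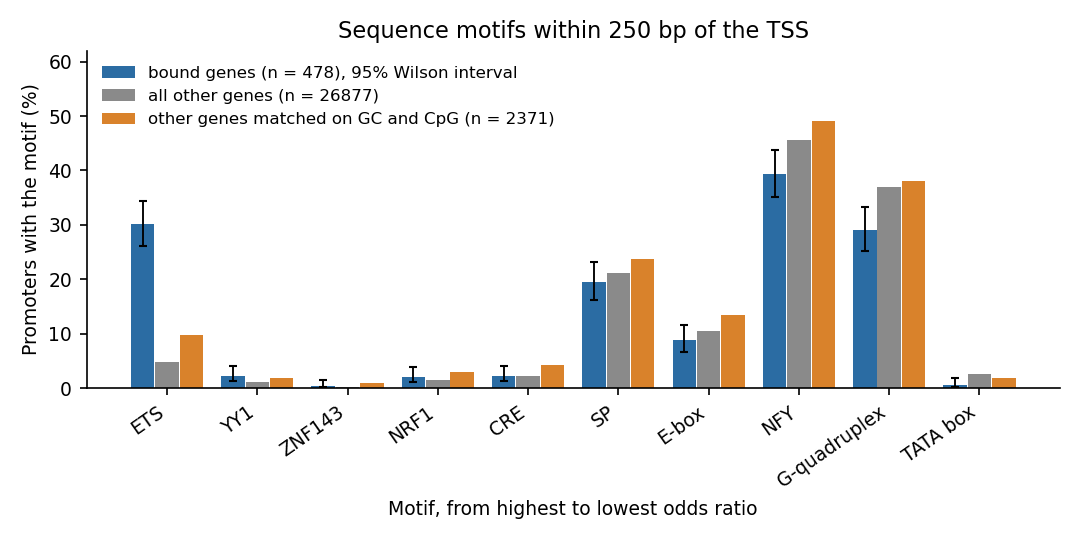
Percent of promoters with each of 10 motifs within 250 bp of the TSS, for 478 bound genes (error bars are 95% Wilson intervals), all 26877 other genes, and 2371 other genes matched on GC content and CpG ratio. The ETS motif is in 30.1% of bound promoters, against 4.77% and 9.70% of the other sets.

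A TSS on the other strand within 1000 bp upstream was annotated for 198 of 478 bound genes (41.4%, interval 37.1 to 45.9) and for 15.2% of the others (odds ratio 3.95, Fisher's exact test, p = 2.46e-42). The odds ratio was 1.92 against genes matched on GC content and CpG ratio (Fisher's exact test, p = 7.95e-10), 1.99 when 1 gene per peak was counted, and 4.87 when promoter loci were the unit.

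Finally, ribosomal protein genes with symbols of RPL or RPS and digits were counted as a simple, partial measure of translation genes. Mitochondrial ribosomal protein genes, with symbols of MRPL or MRPS, were not counted, although several had a peak, such as MRPL16 and MRPS35. The RPL and RPS genes made up 6 of 428 bound protein-coding genes (1.40%) and 76 of 18786 others (0.405%). The odds ratio was 3.50 (Fisher's exact test, p = 0.00996). The 6 genes were RPL29, RPL37, RPS7, RPS18, RPS25 and RPS27. With a score of at least 100, 2 remained and the difference was not past the threshold (odds ratio 4.10, Fisher's exact test, p = 0.0905).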

Values the study reported

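The study reported 423 binding sites of ALKBH3 at a MACS cutoff P value of 1e-04. It placed 354 of them at known promoters. Weaker enrichment was described at more than 4,000 further promoters. Its promoter set counted 31,296 promoters.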

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

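Each of 26 results was recomputed under the alternatives that apply to it, which gave 228 values. Of these, 170 came from alternatives chosen before the data were examined and 58 from alternatives chosen after the data had been seen. In 180 of them a tested result kept its direction and its side of the threshold, a value without a test stayed within its interval, or a count stayed within 1.5 times the reported count. The share of peaks at promoters (80.6% to 94.7%), the upstream share of midpoints (60.7% to 83.1%), the score difference between promoter and other peaks (16.5 to 19.7), the CpG ratio difference (0.154 to 0.255), the ETS odds ratio (4.01 to 9.75) and the bidirectional odds ratio (1.92 to 4.87) kept both under every alternative run for them.

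A stricter score changed the list itself. At a score of at least 50 the median score was 79.98 and the chi-square over chromosomes was 29.6, no longer past the threshold. At a score of at least 100 there were 94 peaks with a median score of 137.29 and a median width of 363.5 bp. The correlation of score and width (0.154), the GC difference (1.59 points) and the ribosomal protein odds ratio (4.10) were then no longer past their thresholds, and 1 motif was. Among the 212 peaks with the highest score the median score was 94.31, the median width 322 bp and the chi-square over chromosomes 27.6, no longer past the threshold. Among protein-coding genes only, the GC difference was 0.133 points. Fewer peaks also give less power, and the cause of these changes was not tested.

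Values at or below 1 occurred for 3 motifs whose reported odds ratios were above 1 and not past the threshold, namely 1.01 for CRE, 1.40 for NRF1 and 1.41 for ZNF143. The CRE value thus had almost no direction to lose. None of the values that follow was past the threshold. The CRE odds ratio was 0.634 within 100 bp and 0.945 within 500 bp of the TSS, 0.771 for protein-coding genes, 0.857 at a score of at least 50, 0 at a score of at least 100, 0.481 for the 212 highest peaks, 0.769 with GC matching, 0.805 with canonical TSSs, 0.771 with canonical TSSs and GC matching, and 0.535 with matching on GC content and CpG ratio. The NRF1 odds ratio was 0.517 at a score of at least 100, 1, that is without a difference, with canonical TSSs and GC matching, and 0.713 with matching on GC content and CpG ratio. The ZNF143 odds ratio was 0.768 and 0.449 under the last 2 of these settings. The cause was not tested. Among single motifs 19 further values changed, 13 weaker and 6 stronger. With 1 sample per group no replicate could be left out, and the unknown read depth leaves open how many weaker sites were missed.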

Other observations

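Tests chosen only after the result was seen are both Poisson tests of shared scores, those using the CpG ratio or CpG density, the tests of promoter status and of shared position near TSSs, and all tests of peaks lying close together and of small nuclear RNA (snRNA) genes. The settings with canonical TSSs, 1 gene per peak and promoter loci were also chosen after the data had been seen. The design gives no biological contrast for any of these patterns, since the IgG sample entered no comparison, and no biological explanation was tested.

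The same score was found at different peaks: 105 peaks shared 34 scores. Shared reads of near-identical copies were tested first, and 0 of the 196 pairs with the same score shared a 31-bp word. With 1 Poisson background, at most 7 of the 10 scores held by 3 or more peaks lay on the steps of -10 log10 of the probability of a whole number of events or more. With Poisson means 1, 2, 3 and 4, all 10 did, and 96 peaks (22.7%) lay on such steps, against an average of 2.09 and at most 20 for 1000 sets of 4 other means between 0.5 and 4.5. The counts ranged from 7 to 37. A candidate explanation is that these scores come from small whole read counts over low backgrounds. The score of the ALKBH3 peak would be 12 events over a mean of 2 and that of the NOSIP peak 20 events over a mean of 3. The means were picked on the same scores, and the read counts were not analysed here.

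For the 63 peaks outside promoters, 3 explanations were tested. The first was transcripts left out of the curated set, and 18 of the peaks (28.6%) lay at a promoter of some other annotated transcript, against an average of 4.59 and at most 12 in random placements. The next was repeated sequence. The mean share of repeated 31-bp words was 8.98% ± 21.3 (SD) in these peaks and 1.93% ± 8.26 in promoter peaks, a difference of 7.05 points (permutation p = 0.00011). The last was weak calls. The median score was lower by 19.43, but this is the difference already given for promoter and other peaks and no separate test of that explanation. The first 2 explanations may contribute. However, 36 of the 63 peaks had neither another promoter nor more than 10% repeated words, and their median score was 47.0.

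Peaks outside promoters also lay close together, with 19 of 63 having another within 2 Mb. Random placements gave an average of 8.88 (permutation p = 0.00799, one-sided), so chance placement accounts poorly for it. Repeated sequence was not sufficient, since 14 of the 51 peaks with at most 10% repeated words still had a neighbour, against an average of 5.55 (permutation p = 0.004, one-sided). Promoter peaks near them were 1.93 times as frequent as the share of TSSs there, which rests on 9 peaks (binomial p = 0.0477, one-sided). Gains in copy number in PC3 cells could raise both kinds of peak, but copy number itself was not measured, and this value is close to the threshold.

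At genes annotated as snRNA, copies with pseudogene symbols included (1914 TSSs), there were 7 peaks within 500 bp of a TSS. Of these, 5 lay at promoters of the curated set, 2 of them at promoters of other genes only. Chance placement over the genome put an average of 0.412 peaks there (permutation p = 0.000999, one-sided, the smallest these 1000 placements can give). To allow for the promoter enrichment of all peaks, promoter peaks were placed at promoters of random curated genes and the other peaks outside promoters, which gave an average of 0.703 (permutation p = 0.000999, one-sided, again the smallest). Repeated sequence was tested last. In 4 of the 7 more than 10% of the 31-bp words were repeated, and for these the pattern cannot be told apart from repeated sequence. The other 3 had no repeated words, and the promoter placements of peaks with at most 10% repeated words gave an average of 0.665 (permutation p = 0.028, one-sided). These 3 peaks lay at RNVU1-18, RNU1-60P and RNU7-27P, and the last 2 symbols are those of pseudogenes. The midpoint of the RNU7-27P peak was at -7 bp from the nearest TSS of the curated set. The test thus does not show binding at working snRNA genes.

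For the ETS motif at bound promoters, the odds ratio of 8.60 was 5.89 after matching on GC content, 8.06 with the canonical TSS for all genes and 4.01 after matching on GC content and CpG ratio. Base composition thus accounts for part of it at most. For the position of midpoints, alternative TSSs were tested in 2 ways. The upstream share was 77.6% with canonical TSSs, a set with fewer TSSs that can itself leave more midpoints upstream. Keeping the most upstream TSS of each gene moves midpoints of that gene downstream by construction, and 60.7% still lay upstream (exact binomial p = 0.000132). How far the choice of TSS sets the size of the share was not settled by these values. For divergent gene pairs, the odds ratio of 3.95 was 4.87 over promoter loci and 3.64 over promoter loci of canonical transcripts. It was 1.99 with 1 gene per peak, a setting that drops partner genes of bound genes only and so lowers the value by construction. It was 1.92 after matching on GC content and CpG ratio. The general accessibility and activity of promoters, which may differ between bound and other genes in the same direction, were not tested, as no expression or open-chromatin values were analysed here.

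The ETS motif also lay near the peak midpoint: 68 of 145 matches within 500 bp were within 50 bp (46.9%). The reversed motif TGAAGGCC, which has the same base composition, had 2 of 23 there (odds ratio 9.27, Fisher's exact test, p = 0.00043). The CpG density of the peaks was tested with 864 other arrangements of the same bases that hold 1 CpG and neither GGAA nor TTCC, of which 12.8% of matches lay within 50 bp (odds ratio 6.0, Fisher's exact test, p = 7.1e-23), and no arrangement had more than 9 there. Shared position near TSSs was tested because the motif was also concentrated there without a peak, in 957 other genes within 100 bp of the TSS and in 1586 within 500 bp. When the midpoint offsets were shuffled among the 360 promoter peaks, an average of 48.1 matches lay within 50 bp of the midpoint, against 65 observed (permutation p = 4e-04, one-sided). Shared position could thus account for most of these matches but not for their full number. A hypothesis is that a part of the ALKBH3 signal may lie at sites of ETS factors. An effect of open chromatin, of the antibody or of the IgG background remains possible and was not tested here. The study itself reported lower ChIP-qPCR enrichment at example peaks, the ALKBH3 promoter among them, after ALKBH3 knockdown. It also showed an IgG profile at bound promoters, and related the ALKBH3 level of promoters to the number of ETS factors present.

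Peaks with the ETS motif inside had a higher median score, 74.15 (n = 113) against 59.49 (n = 310), a difference of 14.66 (permutation p = 0.00337). Within each of 3 classes of peak width the difference kept its direction, and the smallest was 13.5, but it was past the threshold in 1 of the 3 classes (permutation p = 0.027, 0.0663 and 0.16). Promoter status was not separated from the motif in these values, since the motif lay in 109 promoter peaks (30.3%) and in 4 of the others (6.35%). Among promoter peaks only, the medians were 74.15 with and 64.16 without the motif, a difference of 9.99 that kept its direction but was not past the threshold (permutation p = 0.0622). Promoter status may account for part of the higher score.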
